A study of Acinetobacter oleivorans DR1 with 2 samples. Its data were reported in "Endogenous hydrogen peroxide increases biofilm formation by inducing exopolysaccharide production in Acinetobacter oleivorans DR1" (2016).

How the data were processed

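Transcripts of wild-type *Acinetobacter oleivorans* DR1, a soil bacterium that degrades diesel, were measured by RNA sequencing after a 15 min exposure to 1 mM paraquat (PQ) or 200 µM phenazine methosulfate (PMS). Both compounds take electrons from the cell and pass them to oxygen, which forms superoxide. Each group held 1 library. Per the labels, total RNA was extracted on columns, rRNA was depleted by hybridization, and single-end reads of 50 bases were made on an Illumina Genome Analyzer IIx. The labels give the growth phase as exponential and also name stationary cells as the source of the RNA, so the growth phase is uncertain. Untreated cells were not analysed here.

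The deposited values are RPKM (reads scaled by gene length and by the mapped total of the library), computed by the authors. The aligner, its treatment of reads that match more than 1 place and its use of strand are not given in the sources used here. Both files use 1 set of coordinates on the DR1 chromosome (NCBI assembly ASM19679v1), and all 3874 protein-coding genes listed in both had the same start, end and strand. The PQ file also lists 71 tRNA genes and 18 rRNA genes, and its values are relative to a total that includes the tRNA reads. The PMS file lists protein-coding genes alone and rounds RPKM to 2 decimals. Gene symbols were taken from the files and from a RefSeq gene table of the same assembly, which matched 3806 of the 3874 locus tags, 3442 of them with the same start and end. Where a symbol differs from the study's name for a gene, the study's name is used with the locus tag.

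The RPKM values were whole multiples of what 1 read is worth, so read numbers were recovered for the precision of each value. For PQ, a total of 10516980 reads in listed genes made 100% of the values whole within 0.01 read. For PMS, a total of 16350870 reads made 99.7% of 999 low values whole within the rounding of the file, and totals up to 20 reads away did so equally well. Unmapped reads and reads outside genes are not part of these totals. A floor of 3 reads corresponds to an RPKM of 0.285 in PQ and of 0.183 in PMS for a gene of 1 kb. Exact 95% Poisson intervals were computed for single values and exact conditional binomial (Clopper-Pearson) 95% intervals for ratios. The interval of a list median came from 2000 binomial redraws of each gene's reads between the libraries. All of these cover counting error only, since reads without molecular identifiers are not independent molecules, and none covers the variation between cultures.

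The main comparison used log2((RPKM + 1) of PQ over (RPKM + 1) of PMS), which understates the change of low genes. Genes with a mean RPKM of at least 10 were tested (2699 genes), and a gene was counted when the values were at least 4-fold apart on this scale. With 1 library per group, no p-value, SD or SE was computed and no difference has a replicate check. The median log2 ratio of a gene list was placed among 10000 random lists of the same size matched on mean RPKM in 20 bins, as a description of these libraries. The operons of poly-N-acetylglucosamine (PNAG) and the lists of biofilm proteins used all of their genes, and the other lists used tested genes. The lists of biofilm proteins were those named by the study. The other lists were searched by symbol and product text. The list of efflux transporters holds every gene with efflux in its product text, including exporters of metabolites. Before the data were examined, the comparisons, the lists and the rule for naming genes were fixed. After the files were opened, the text searches for OxyR, SoxR and ribosomal proteins were narrowed because they also matched unrelated products, and a list of 2 iron storage genes was added.

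The rule named all genes of both PNAG operons, *ahpC*, *gpx*, *oprC*, *etfA*, *fumC*, genes annotated as OxyR, SoxR, catalase or superoxide dismutase, the 5 highest and 5 lowest ratios among tested genes, and the 5 most abundant genes of each library. Genes named outside this rule are said to be chosen after their values were seen, except the 2 iron storage genes, which were picked by product text after the iron uptake values were seen and before their own were.

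The alternatives were centring on the median ratio, totals over protein-coding genes alone, totals without the 17 genes among the 10 most abundant of either library, recovered reads (with 0.5 added, at least 20 reads per gene over both libraries), a pseudocount of 0.1, no filter, a mean of at least 50, a 2-fold threshold, counting intervals wholly past 4-fold, and removal of the trend (lowess, span 0.3) on gene length or GC content. For the operons, the 4 *pga* genes alone and total reads over total length were used, and 10 bins replaced 20 for the percentiles. A trimmed mean of log ratios (30% of ratios and 5% of abundances trimmed from each side) was added after seeing the data. So was a comparison with all runs of 5 neighbouring genes on 1 strand. The design had planned read counts as the main scale if the files held them. They hold RPKM, so the RPKM scale was used.

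The computation was tested on simulated data of the PQ and PMS comparison at the real depths, with 3874 genes of which 200 were changed. In the first run the total of the simulated PMS library came out far too low, because the lowest values had been taken to be 1 read. The search was widened to other read numbers, after which the total was recovered to within 2 reads and the total of the real PMS file stayed within the range given above. The simulated change was 3 on the log2 scale, well past the 4-fold threshold. All 200 changed genes came out past 4-fold in the right direction and 0 unchanged genes did, which checks the computation and not its sensitivity to smaller changes. Counting intervals held the true ratio for 95% of the genes, and 13 of 200 random lists fell outside the central 95% of their random lists. The simulated genes varied independently, whereas neighbouring genes of the real libraries moved together. This check therefore does not cover the percentiles of lists that hold operons. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.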

Results

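Gene expression was compared between wild-type DR1 cells exposed to paraquat and cells exposed to phenazine methosulfate, with 1 library of each. The PQ library held 10516980 reads in listed genes and the PMS library held 16350870. The median protein-coding gene had 218 reads in PQ and 302.5 reads in PMS. No reads were listed for 16 of the 3874 protein-coding genes in PQ and for 13 in PMS. The 10 protein-coding genes with the most reads took 17.4% of the protein-coding reads in PQ and 21.7% in PMS. All 18 rRNA genes were listed at 0 in PQ, and the 71 tRNA genes there took 0.0651% of the reads (exact Clopper-Pearson 95% interval 0.0635% to 0.0666%). Since no library was replicated, the differences below have no replicate check, and the intervals cover counting error only.

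The first comparison asked how far the transcript levels under the 2 superoxide generators lay apart. Among 2699 genes with a mean RPKM of at least 10, 292 genes were at least 4-fold higher in PQ and 283 genes were at least 4-fold higher in PMS. When the 95% counting interval of the ratio also had to lie past 4-fold, the numbers were 257 and 241. The alternative that moved the first number most at the 4-fold threshold was the use of recovered reads with at least 20 reads per gene, which tested 3725 genes and gave 536 genes higher in PQ and 307 higher in PMS. The share of genes higher in PQ was 50.8% of the genes past 4-fold in the main comparison and 63.6% with recovered reads. It was 43.7% after centring on the median ratio (249 genes higher in PQ and 321 in PMS), 46.4% without the most abundant genes in the totals, 45.1% at a mean of at least 50 and 46.2% with the trimmed mean on recovered reads (356 and 415 genes), so which library had more genes past 4-fold depended on the scaling and the filter. The median log2 ratio of tested genes (PQ over PMS) was 0.21, so changes of gene lists are also given relative to it. Across these genes, Pearson's r of log2(RPKM + 1) between the libraries was 0.717 and Spearman's rho was 0.658. Genes are not independent replicates, so no p-value is given for either.

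**Figure D1:**
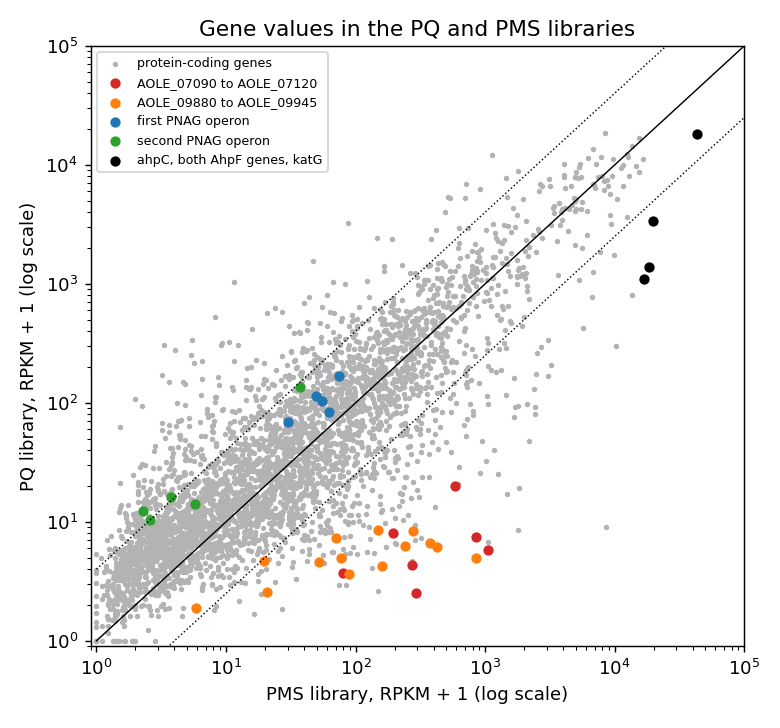
Values of all 3874 protein-coding genes as RPKM + 1 in the PMS library (horizontal, log scale) and the PQ library (vertical, log scale), 1 point per gene, with equality as a solid line and 4-fold differences as dotted lines. The genes of the first PNAG operon lie between equality and 4-fold on the PQ side. Of the 21 genes of the siderophore regions given below, which lie elsewhere on the chromosome, 20 lie more than 4-fold to the PMS side.

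On the scale of RPKM + 1, the highest ratios among tested genes belonged to AOLE_05440 (*rlpA*, rare lipoprotein A, RPKM 306.4 in PQ and 2.30 in PMS), AOLE_04475 (*dapD*, 1039 and 10.5), AOLE_00990 (*gabT*, 4-aminobutyrate transaminase, 278 and 3.07), AOLE_10925 (*pgk*, phosphoglycerate kinase, 529 and 7.26) and AOLE_03290 (*gatC*, 338 and 4.47). The PMS values of AOLE_05440 and AOLE_03290 rest on 23 reads each. On the same scale, the lowest ratios belonged to AOLE_17355 (hypothetical protein, 8.02 in PQ and 8646 in PMS), AOLE_01545 (fimbrial protein pilin, 7.48 and 1781), AOLE_07115 (*sbnB*, ornithine cyclodeaminase, 4.78 and 1056), AOLE_09880 (*fepA*, TonB-dependent receptor, 3.99 and 842) and AOLE_10520 (hypothetical protein, 5.76 and 1044). AOLE_17355 lies at positions 3693788 to 3694036 of the chromosome and was 1078-fold higher in PMS (95% interval 705 to 1742), with 21 reads in PQ. Without the added 1, other genes with few reads in 1 library enter both rankings, such as AOLE_03520 (62.0 in PQ and 0.52 in PMS, with 3 reads in PMS), which was chosen after its values were seen.

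The most abundant protein-coding genes of the PQ library were AOLE_14300 (*aceA*, isocitrate lyase, RPKM 18599), AOLE_13380 (*ahpC*, 18248), AOLE_03015 (*omp38*, an outer membrane porin, 16839), AOLE_15370 (*tuf*, elongation factor Tu, 14454) and AOLE_02175 (*rpsE*, 13608). In the PMS library they were AOLE_13380 (*ahpC*, 43504), AOLE_17390 (*katG*, 19810), AOLE_13410 (*ahpF*, 18437), AOLE_11385 (*ahpF*, 16834) and AOLE_02125 (*rplP*, 16409). The values of AOLE_03015 and AOLE_15370 differed little between the libraries, and the direction of each flipped after centring on the median ratio, after removal of the GC trend and with the trimmed mean, and that of AOLE_15370 also without the most abundant genes in the total and after removal of the gene length trend.

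The next comparison concerned the 2 operons for PNAG, a polysaccharide of the biofilm matrix, since the study describes a response of 1 of them to paraquat. The first operon (PNAG1, AOLE_14655 to AOLE_14675) spans positions 3132165 to 3137139 on the minus strand, and the second (PNAG2, AOLE_06340 to AOLE_06360) spans 1382343 to 1389531 on the plus strand. Within the PQ library, the median RPKM of the 5 PNAG1 genes was 103, higher than 73.1% of the protein-coding genes, and that of the 5 PNAG2 genes was 13.3, higher than 37.7%. Within the PMS library the medians were 54.4 and 2.74, which were higher than 64.1% and 17.1% of the genes. The ratio of the PNAG1 to the PNAG2 median was 7.75 in PQ (95% interval of the redraws 6.79 to 8.93) and 19.8 in PMS (15.8 to 25.9). The redraws between the libraries keep each gene's total fixed, so these 2 intervals understate the counting error within 1 library. Taken as total reads over total length, the ratio was 3.58 in PQ (3.40 to 3.78) and 8.91 in PMS (8.22 to 9.67), because AOLE_06340 was read far more than the other PNAG2 genes.

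All 5 genes of each operon were higher in PQ than in PMS. In PNAG1, AOLE_14655 (*pgaD*) had an RPKM of 112.5 in PQ and 48.8 in PMS, AOLE_14660 (*pgaC*) had 103 and 54.4, AOLE_14665 (*pgaB*) had 83.6 and 61.3, AOLE_14670 had 167 and 73.4, and AOLE_14675 had 67.7 and 29.1. AOLE_14670 is *pgaA* in the study and is annotated as an FKBP-type peptidylprolyl isomerase in both files, and AOLE_14675 is annotated as a YaeQ family protein. In PNAG2, AOLE_06340 (*ppsR*) had 134 in PQ and 36.5 in PMS, AOLE_06345 (*pgaA*) had 11.4 and 1.30, AOLE_06350 (*pgaB*) had 9.37 and 1.61, AOLE_06355 (*pgaC*) had 15.2 and 2.74, and AOLE_06360 (*pgaD*) had 13.3 and 4.80. The last 4 genes fell below the mean RPKM of 10, with 36 to 56 reads each in PMS. On the RPKM scale, the interval of the ratio lay above 1 for all 10 genes. With the trimmed mean, the log2 ratio of AOLE_14665 was 0.038, so its difference depends on the scaling.

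**Figure D2:**
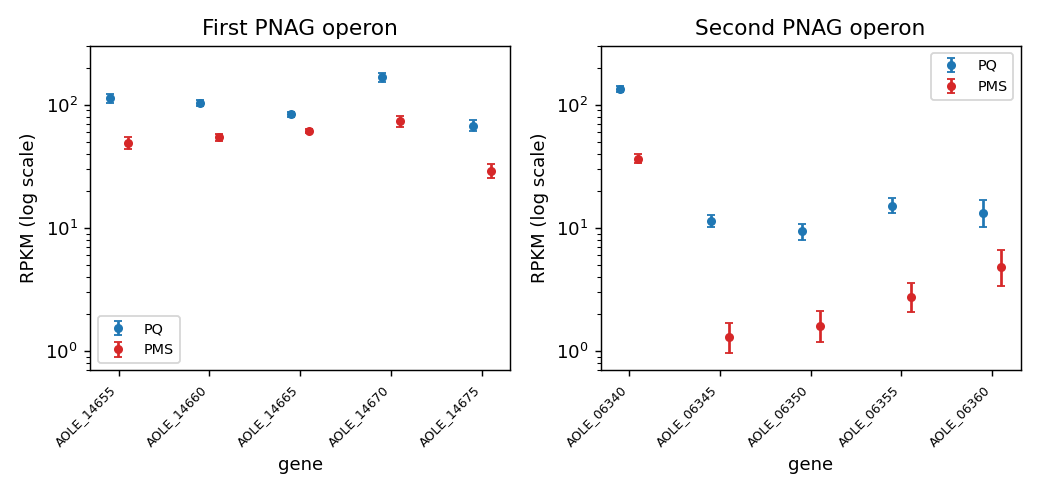
RPKM (vertical, log scale) of each gene of the first PNAG operon (left) and the second (right) in the PQ library (blue) and the PMS library (red), with exact 95% Poisson intervals of the reads as error bars. Every gene is higher in PQ, and the 4 *pga* genes of the second operon are lower than every gene of the first in both libraries, while AOLE_06340 (134 in PQ and 36.5 in PMS) lies within the range of the first.

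The median log2 ratio of the PNAG1 genes was 1.18 (95% counting interval 0.95 to 1.24), which is 0.97 above the median of tested genes and the 88.8th percentile among matched random lists. The median of the PNAG2 genes was 1.99 (1.79 to 2.20), 1.78 above the median of tested genes and the 98.1st percentile. The *pga* genes of PNAG2 fell below the filter for tested genes. Over all protein-coding genes the median was 0.39, a higher reference. Among all 998 overlapping runs of 5 neighbouring genes on 1 strand, the percentiles were 79.2 and 95.8. These runs were not matched on RPKM, so the percentiles are not comparable with those of the matched lists. For PNAG2 the alternative with the largest shift was the use of recovered reads, which gave 2.46. No induction can be read from these values, since both libraries came from treated cells.

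Genes of oxidative stress defence were compared because both compounds generate superoxide. The median log2 ratio of 17 tested genes was 0.19 (interval -0.08 to 0.35), the 58.4th percentile of random lists, while their mean was -0.64. Relative to tested genes the median was -0.02, so its sign depends on this reference. The members went both ways, with 8 of the 17 above the median of tested genes. *ahpC* (AOLE_13380, positions 2852427 to 2852990) was 2.38-fold higher in PMS (95% interval 2.37 to 2.40), and *katG* (AOLE_17390, RPKM 3366 in PQ and 19810 in PMS) was 5.89-fold higher in PMS. The genes annotated as AhpF were 13.4-fold higher in PMS for AOLE_13410 (RPKM 1376 in PQ) and 15.3-fold higher for AOLE_11385 (1104 in PQ). These 2 genes are 96.5% identical, so their separate values are uncertain. *sodC* (AOLE_01750, 267 in PQ and 37.9 in PMS) was 7.04-fold higher in PQ (6.27 to 7.91), and *oxyR* (AOLE_14380, 444 and 213) was 2.09-fold higher in PQ. *sodB* (AOLE_05305, 4331 and 3358) was 1.29-fold higher in PQ, a direction that flipped with the trimmed mean.

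Among the other genes named beforehand, *fumC* (AOLE_07235) had an RPKM of 146 in PQ and 891 in PMS, and *etfA* (AOLE_04180) had 3170 and 1155. *gpx* (AOLE_18550) had 291 and 215, and *oprC* (AOLE_18500) had 15.9 and 18.4. The catalase genes AOLE_11770 (*katE*, 12.7 and 6.92) and AOLE_12755 (15.1 and 13.2) were low in both libraries, and the interval of the ratio of AOLE_12755 (0.935 to 1.41) included 1, so no difference was detectable at this depth. The genes annotated as SoxR were AOLE_12135 (*soxR*, 8.79 in PQ with 43 reads and 4.34 in PMS with 33 reads) and AOLE_18445, a member of the SoxR family (29.1 and 79.3).

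The study listed proteins that were more abundant in 24-h or 48-h biofilms, and the transcripts of both lists were compared. For the 24-h list of 12 genes the median log2 ratio was 0.17 (interval 0.07 to 0.30), the 44.8th percentile of random lists and -0.04 relative to tested genes. For the 48-h list of 15 genes it was -1.25 (-1.26 to -1.20), the 0.22nd percentile and -1.46 relative to tested genes, with 6 genes at least 4-fold higher in PMS and 2 at least 4-fold higher in PQ. The ratio of *ahpC* is itself the median of the 48-h list, so the narrow interval does not describe the spread of the list. Its members ran from -7.40 to 2.45. The 48-h list also holds 2 genes of the siderophore regions given below. Without those 2 genes, the median of the other 13 was -1.02. The lists share 3 genes.

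Of the functional lists, iron uptake had a median of -0.95 over 20 tested genes (interval -1.05 to -0.81), the 0.23rd percentile and -1.15 relative to tested genes. This value depended on the filter, being -3.92 over the 8 genes with a mean of at least 50 and -0.21 without a filter. It also rests on few genes, since 7 of the 20 were at least 4-fold higher in PMS, 4 of these 7 lie in 2 siderophore regions, and the median of the 16 genes outside these regions was -0.24. Efflux transporters (39 genes) had a median of 0.70 (0.47 to 0.77), the 96.7th percentile and 0.49 relative to tested genes. Chaperones and heat-shock proteases (22 genes) had a median of 0.47 (0.45 to 0.49), the 81.5th percentile and 0.26 relative to tested genes. The 55 ribosomal protein genes had a median of 0.11 (0.08 to 0.14), the 66.4th percentile with 20 bins and the 42.2nd with 10 bins, and it was -0.09 relative to tested genes, so its sign changed with the scaling between libraries. Iron-sulphur cluster assembly (5 genes) had a median of -0.02 (-0.04 to 0.01) and a mean of 0.45, the 35.6th percentile and -0.22 relative to tested genes.

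**Figure D3:**
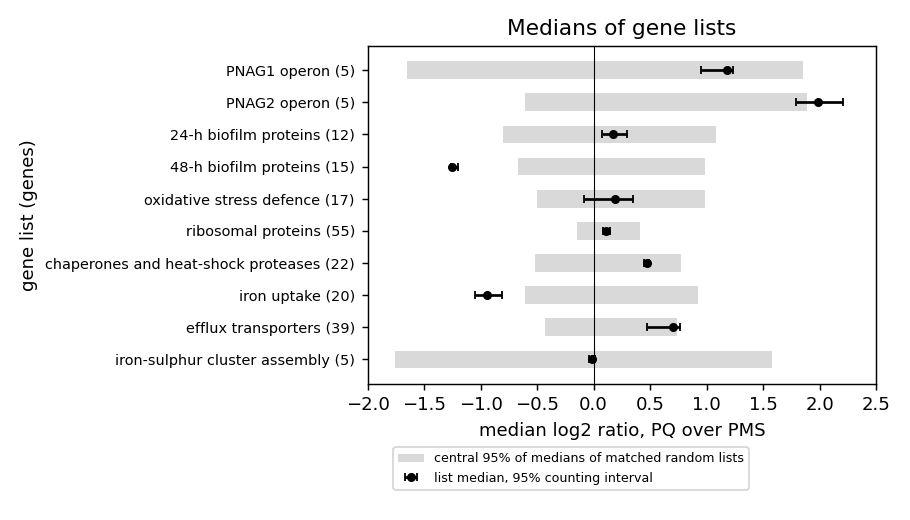
Median log2 ratio (PQ over PMS, horizontal) of each gene list (vertical, number of genes in parentheses) as black points with 95% counting intervals, over grey bars for the central 95% of medians of 10000 matched random lists. The 48-h biofilm proteins (-1.25) and iron uptake (-0.95) lie below their bars, and PNAG2 (1.99) lies above its bar.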

Values the study reported

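The study described 3 possible exopolysaccharide operons in the DR1 genome, of which 2 were PNAG operons. It stated that the first PNAG operon was induced by oxidative stress and the second was not. In the *ahpC* mutant, EPS production in LB medium was reported to be 1.7-fold that of the wild type. The study gave lengths of 664 aa for PgaB and 418 aa for PgaC of the first operon.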

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

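The PQ library held 6844 reads in tRNA genes, which no comparison above used and which have no counterpart among the PMS values used here. Without a control library, the limit is the 3 reads that a count of 0 allows. All 71 tRNA genes had reads, from 1 to 824 per gene. The 3 tRNA-Asp genes have 1 identical sequence and held 214, 218 and 210 reads, and none of the 52 tRNA genes in sets of identical sequences was without reads, so reads of identical copies were not discarded in this file. The 0 reads of all 18 rRNA genes therefore do not come from a general loss of reads of identical copies. No biological explanation was tested, since the design gives no group without these reads.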

How the results depend on the processing

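The trimmed mean of log ratios and the runs of neighbouring genes were chosen after seeing the data. A list median was taken to have moved when an alternative put it outside its 95% counting interval, which is a narrow criterion. The cause of each shift below was not tested unless it follows from the construction of the alternative.

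Centring subtracts the median of tested genes from each ratio. It gave medians of 1.78 for PNAG2, -0.037 for 24-h biofilm proteins, -1.46 for 48-h biofilm proteins, -0.093 for ribosomal proteins, 0.26 for chaperones, -1.15 for iron uptake and -0.22 for iron-sulphur cluster assembly. Leaving the most abundant genes out of the totals gave 0.0498 for 24-h biofilm proteins, -1.37 for 48-h biofilm proteins, -0.0082 for ribosomal proteins, 0.35 for chaperones, -1.06 for iron uptake and -0.14 for iron-sulphur cluster assembly. The trimmed mean shifted the ratios of recovered reads by 0.41 and gave 0.78 for PNAG1, -0.23 for 24-h biofilm proteins, -1.66 for 48-h biofilm proteins, -0.14 for oxidative stress defence, -0.29 for ribosomal proteins, 0.062 for chaperones, -0.62 for iron uptake and -0.43 for iron-sulphur cluster assembly. The directions of the 24-h biofilm proteins and of the ribosomal proteins therefore reversed with the scaling. That of oxidative stress defence, whose interval includes 0, changed as well.

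Removal of the gene length trend gave 1.27 for PNAG1, 0.065 for 24-h biofilm proteins, -1.09 for 48-h biofilm proteins, 0.24 for ribosomal proteins, 0.56 for chaperones and -0.16 for iron-sulphur cluster assembly. Removal of the GC trend gave -1.17 for 48-h biofilm proteins, -0.094 for ribosomal proteins and 0.52 for chaperones.

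Recovered reads gave 2.46 for PNAG2, -0.21 for iron uptake and 1.01 for efflux transporters. A pseudocount of 0.1 gave 2.43 for PNAG2, whose low PMS values are compressed by a pseudocount of 1. Without a filter, the median was -0.21 for iron uptake and 0.91 for efflux transporters. A mean of at least 50 gave -0.14 for oxidative stress defence, -3.92 for iron uptake and 0.32 for efflux transporters. These filters change which genes of a list are tested. PNAG1, PNAG2, 48-h biofilm proteins, iron uptake, chaperones and efflux transporters kept their direction under every alternative run.

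At a 2-fold threshold, 755 genes were higher in PQ and 586 in PMS, and after centring these were 635 and 684, so the balance between the libraries turned. With recovered reads 536 genes were at least 4-fold higher in PQ, and with a mean of at least 50 there were 161. The other counts lay within 1.5 times the main ones. With the 4 *pga* genes alone, the PNAG1 to PNAG2 ratio was 26.6 in PMS, and the PNAG1 median stood above 73.8% of the genes in PQ and 65.1% in PMS. With total reads over total length, the ratio was 3.58 in PQ and 8.91 in PMS.

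Of 320 values of 40 single genes under alternatives, 219 stayed within the counting error and 101 lay outside it, and 4 genes changed sign. These were AOLE_03015, AOLE_05305, AOLE_12755 and AOLE_15370. Scaling of deposited read counts, and unique against total reads, were planned but not run, since the files hold RPKM in 1 column each. Depth limits the genes with few reads, such as the PNAG2 genes in PMS.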

Other observations

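The tests of counting error, of a difference between cultures or library batches, of genes without reads in PQ and of windows with mismatches were chosen after the results were seen.

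Regions of neighbouring genes with siderophore annotations, which serve to take up iron, were far higher in PMS. They were chosen after their values were seen. In the first region (AOLE_07090 to AOLE_07120, positions 1541929 to 1553470), all 7 genes had log2 ratios from -7.51 to -4.44, with RPKM of 1.51 to 19.1 in PQ and 79.1 to 1056 in PMS. In the second (AOLE_09880 to AOLE_09945, positions 2128376 to 2151574), 13 of 14 genes were at least 4-fold higher in PMS on the scale of RPKM + 1. The exception on that scale, AOLE_09910 (*fes*, log2 ratio -1.64), was 5.55-fold higher in PMS without the added 1 (95% interval 2.97 to 11.5). The iron uptake list lay 1.15 below the median of tested genes on the log2 scale. After removal of the GC trend its difference from tested genes was -1.07, and after removal of the gene length trend it was -1.18, which argues against either trend as the whole cause. The 95% counting interval of the list's difference from tested genes was -1.25 to -1.01, which argues against counting error as the cause. Iron limitation of the PMS culture may be a candidate explanation. Under it, both iron storage genes, picked after the iron uptake values were seen and before their own were, were predicted to be higher in PQ relative to the median gene. This held for 1 of them, AOLE_15660 (*ftn*, RPKM 341 in PQ and 82.1 in PMS), and failed for AOLE_01560 (*bfr*, 204 and 334), so the prediction was not met as written and 2 genes that go opposite ways decide nothing. With 1 library per treatment, a difference between cultures or library batches cannot be told apart from the treatment.

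Genes annotated as AhpF were lower in PQ by similar factors at 2 places in the genome. Reads shared between near-identical copies could make 1 gene follow the other. Of the 50-base windows of AOLE_13410, 13.2% occur in AOLE_11385 without a mismatch, but 71.6% lie within 2 mismatches of the same stretch. The prediction had been few shared windows if sharing was not the cause, and the share of exact windows met it. The aligner's tolerance is not given in the sources used here, so this stays open. The genes next to AOLE_11385, AOLE_11390 (RPKM 275 in PQ and 1030 in PMS) and AOLE_11395 (288.5 and 1444), both annotated as chromate transport proteins, were also lower in PQ. They were chosen after their values were seen.

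The fumarase genes went opposite ways. *fumC* was 6.11-fold higher in PMS, and AOLE_17010, annotated as a class I fumarase and chosen after its values were seen, was 33.4-fold higher in PQ (RPKM 1542 and 46.1). No explanation was tested.

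Rarely read genes were higher in PQ. Among the 387 genes with the lowest means, the median RPKM was 2.41 in PQ and 0.930 in PMS, and 306 genes were higher in PQ. The median excess of PQ was 1.23 RPKM. It was also 1.23 after rescaling to protein-coding genes. That rescaling can only raise PQ values, so its outcome decides nothing. Reads of tRNA genes in the PQ denominator lower PQ values and cannot produce an excess in PQ. Their share was 0.0651%. Uniform background reads in the PQ library may account for the excess. In that case no long gene should lie below it, and 1 of 1396 genes of at least 1000 bp had an upper 95% counting limit below the excess. The 16 genes without reads in PQ go against such a background. They total 3690 bp, and the longest, at 723 bp, would have held 9.35 reads. Over all protein-coding genes, however, 0 genes were read too rarely for it once the limit was adjusted for the number of genes. A few genes near the floor do not exclude a uniform background, and a real difference in many low genes would look like one, so this stays open.

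Neighbouring genes moved together. Across 1573 pairs of tested neighbours on the same strand, the log2 ratios had a Pearson's r of 0.483, against 0.148 over 668 pairs on opposite strands. These are correlations across genes, which are not independent replicates. The number of shuffled gene orders, out of 1000, with a correlation as high was 0, and the highest was 0.0737, which argues against a chance order of genes. After removing the trend on distance from the origin, taken as position 1, the correlation was 0.478, which argues against a trend of gene dosage along the chromosome as the whole cause. Shared transcripts of neighbouring genes stay open as an untested explanation.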
